A study of Mus musculus with 108 samples. Its data were reported in "DNA Methylation Restricts Lineage-specific Functions of Transcription Factor Gata4 during Embryonic Stem Cell Differentiation" (2013).

How the data were processed

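Gene expression was measured on 108 Agilent one-colour arrays of the mouse transcriptome, labelled with Cy3. The arrays fall into 48 groups and 3 courses. The study used a Gata4 construct, Gata4GR, in which the transcription factor is joined to the ligand-binding domain of the glucocorticoid receptor, so that 100 nM dexamethasone (Dex) activates it. WTG4 is a wild-type embryonic stem (ES) cell clone with Gata4GR. DKOG4 is a clone with Gata4GR that lacks Dnmt3a and Dnmt3b, the enzymes that place new DNA methylation, and DKO is the parent line of that genotype without the transgene. The 24 arrays of the short course hold cytoplasmic RNA of freshly sorted Flk1-positive mesoderm exposed to Dex for 0, 1, 2 or 3 h before sorting, with 8 arrays for each line. The 56 arrays of the long course hold total RNA of sorted mesoderm at 0 h and after 12, 24, 36, 48 and 72 h of culture with or without Dex, with 28 arrays for each of WTG4 and DKOG4. The 28 arrays of the ES course hold total RNA of undifferentiated cells before Dex and after 3, 6, 12, 24, 48 and 72 h of it, with 14 arrays for each of those lines.

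The deposited values are log2 signals, quantile normalised by the authors over all arrays together and given per array feature. The submitters' processing notes name Agilent Feature Extraction 10.7.3.1 and limma, the latter with no version. Whether background was subtracted is not given in the sources used here. The sorted values of the arrays were checked and differed by at most 0.0073 at any rank. Of 62976 rows, 3671 carried no value on any array and 0 carried values on some arrays only, so that 59305 features were tested. Arrays have no read depth, and their number and the signal level limit the precision. The median SD between repeats was 0.70 for features at a log2 level of 2 to 3, 0.28 at 4 to 5 and 0.08 above 10. It was 0.07 below 2, where the signal lies at its floor.

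The files do not pair the features with genes, so every count is of array features, a gene may be counted more than once, and the gene lists planned for these data were not tested. For the same reason the loss of Dnmt3a and Dnmt3b and the level of Gata4 were not checked, and the line names were taken from the labels. The feature sets and the 29 set tests that take the place of the gene lists were chosen after it was seen that the features have no names.

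The comparisons and the thresholds were fixed before the data were examined. One limma model was fitted per course with 1 coefficient per group (limma 3.58.1 in R 4.3.3, with data.table version 1.17.8). WTG4 and DKOG4 of the short course were fitted together on 16 arrays, DKO on its own 8, and comparisons between DKO and another line on all 24. A feature was called changed at a Benjamini-Hochberg adjusted p below 0.01 and a change above 2-fold. A hyper-responsive feature was one called higher in DKOG4 with Dex in 3 comparisons at the same time, over WTG4 with Dex, over DKOG4 without Dex and over DKOG4 at 0 h. This follows the definition of the study, with the adjusted p in place of its stated p. These comparisons share the DKOG4 arrays with Dex, and 20 simulations with no effect gave at most 0 hyper-responsive features at 24 h, at 72 h and at both. The simulated noise was normal and independent between arrays. The simulations also held no difference between lines and no change with time. They therefore cannot show how many features could pass through line differences, culture changes and a Dex effect common to both lines. The rule for single features, fixed beforehand, took the largest rises and falls among those called and the hyper-responsive features with the largest interaction of line and Dex. At most 2 that rose and 2 that fell are named, by feature number.

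The replicates differ in kind between courses. In the short course, those of WTG4 and DKOG4 are 2 independent experiments. In the long and ES courses, and for DKO, the methods of the study describe repeats as labellings of one RNA, so that a p there covers labelling and hybridisation error and a count describes those RNA samples. For this reason the long and ES courses were also tested with limma on group means, in which each culture is 1 sample. A p of those tests covers the spread between culture times. It does not cover the spread between independent experiments, which these courses do not hold. The Dex response was taken over the 5 culture times with line and time as a block, and the ES course was compared between an early phase of 0, 3 and 6 h and a late phase of 24, 48 and 72 h. Each genotype is represented by 1 Gata4GR clone.

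Whether replicate numbers pair arrays was checked by correlating the deviations of the arrays from their group means over 25847 features with a mean above 5. Within each line of the short course, arrays with the same number correlated at 0.34 to 0.73, with a median of 0.52 in WTG4, 0.70 in DKOG4 and 0.44 in DKO. In WTG4 and DKOG4 the pairing comes from the experiments, and in DKO, where the numbers are labellings of one RNA, from the data alone. Between lines of that course the correlation ran from -0.28 to 0.21, so its numbers pair arrays within a line only. In ES cells every pair of WTG4 arrays with the same number correlated at 0.25 to 0.66, again from the data alone. Pairs of DKOG4 ES arrays did so at 0.03 to 0.49, and pairs between the ES lines ran from -0.06 to 0.53. The fit with the replicate number of each line as a block was added after the data were seen.

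Set shifts were tested with camera, with a preset correlation of 0.01 and again with an estimated one, and adjusted over the 29 tests, with 0.05 as the threshold. Overlaps of lists were set beside the number for independent lists, with Fisher's exact test, two-sided, as a description across features, which are not independent replicates. The number for independent lists takes all 59305 features, 24.8% of which have a mean below 2, at the floor. It is not matched for signal level, so lists of brighter features can exceed it, also in opposite directions. Before use, each model was tested on simulated data with the real means and spreads, in which 200 of the 59305 features were changed, 100 by 1.5 and 100 by 3 on the log2 scale. The comparison of DKOG4 at 3 h with 0 h recovered 63 of the smaller and 94 of the larger changes. For DKO at 3 h the numbers were 40 and 85, for Dex in DKOG4 at 72 h of the long course 90 and 100, for WTG4 ES cells at 72 h 69 and 94, and for the mean Dex response of DKOG4 over 5 times 95 and 99. No change was recovered with the wrong sign, and 1 or 2 unchanged features were called in each. The changed features were drawn from those with a mean log2 level above 5. The noise was normal and independent between arrays or group means. The recoveries therefore describe bright features, and both they and the false calls describe data without paired experiments or outlying single arrays.

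The alternatives tried were an unadjusted p, a 4-fold threshold, removal of dim features below the 25th percentile of mean level (44478 features left), scaling to the 75th percentile of each array, the replicate number as a block, 1 fit over all 108 arrays, and each array or each time left out in turn. Fits with a block within each line, with a prior variance that follows the mean level, with at least 1 group above a log2 level of 5, and with the hyper-responsive set taken at 72 h alone were added after the data were seen. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.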

Results

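The 3 courses follow cells that respond to active Gata4 from 2 starting points, ES cells and the mesoderm made from them. They also compare cells that can and cannot methylate DNA anew. In each course the lines stood apart before Dex was added. In the short course the first principal component held 58.3% of the variance and placed WTG4 at 62.1 to 72.4, DKOG4 at -47.5 to -37.5 and DKO at -26.9 to -21.1. In the long course the first component held 35.2% and the second 29.5%, and line, time in culture and Dex each moved the arrays. In ES cells the first component held 58.1% and followed time in both lines. All arrays had a median log2 signal of 4.24, a result of the quantile normalisation, and 24.8% of the features had a mean below 2, at the floor of the signal.

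**Figure D1:**
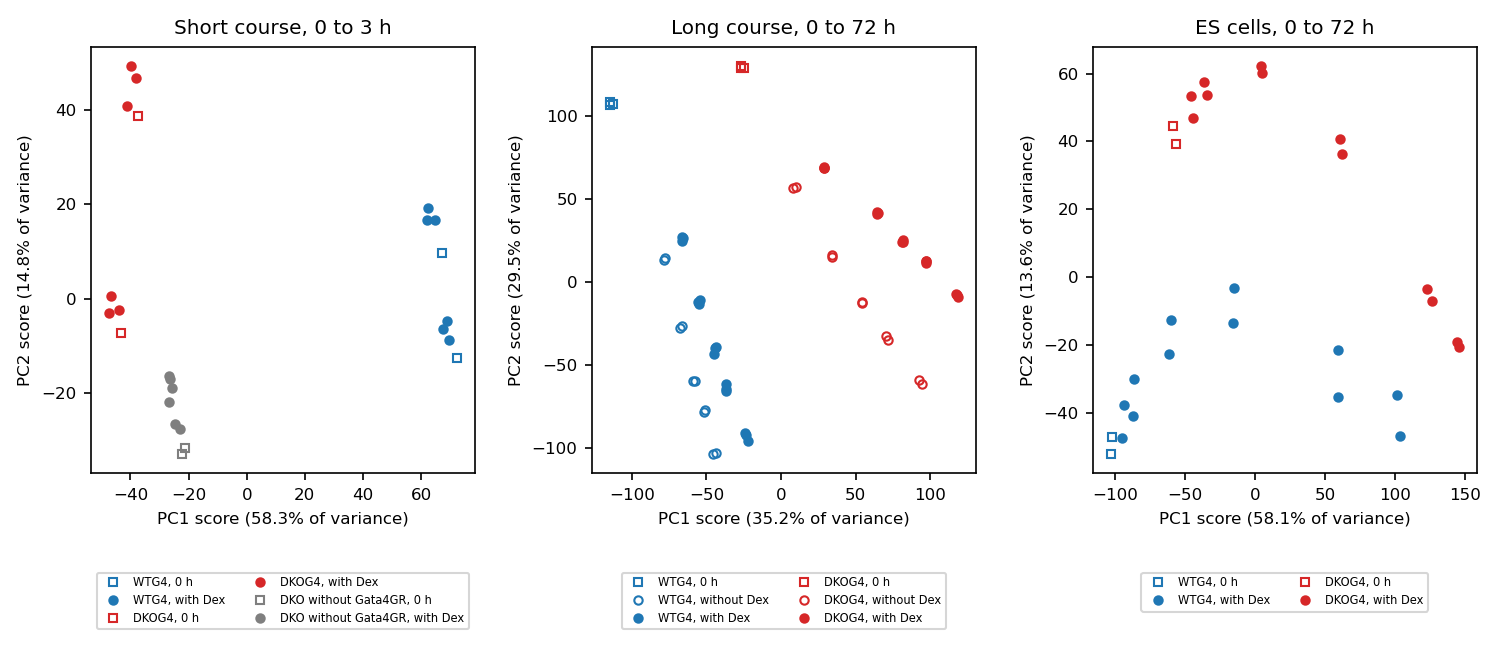
Scores of single arrays on the first and second principal components (axes, with the percent of variance) in the short, long and ES courses, where each point is 1 array, open squares are 0 h, open circles are without Dex and filled circles are with Dex. WTG4 and DKOG4 are apart at 0 h in all 3 courses, and arrays with and without Dex part along the long course in both lines.

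How far does loss of the methyltransferases change mesoderm before Gata4 acts? Freshly sorted DKOG4 mesoderm differed widely from WTG4. In the long course 3667 features were higher and 2738 lower at 0 h by limma. The short course, with cytoplasmic RNA and 2 independent experiments, called 581 higher and 403 lower, of which 490 and 234 were also called in the same direction in the long course, against 35.9 and 19 for independent lists. With a single array of the short course left out, the shared total of 724 was 471 without replicate 1 and 472 without replicate 2 of DKOG4 and 434 without replicate 1 of WTG4, all at 0 h. In culture without Dex the number fell at first, to 1891 higher and 1462 lower at 12 h and 2047 and 1292 at 24 h, and then rose to 3521 and 3198 at 72 h, a total of 6719 beside 6405 at 0 h. Over the 5 times without Dex, 1239 features were higher in DKOG4 and 631 lower on average. This count depended on which time was left out: it was 1508 without 12 h, 472 without 24 h, 459 without 36 h, 489 without 48 h and 1113 without 72 h.

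ES cells of the same lines also differed, mostly in one direction. At 0 h 1851 features were higher in DKOG4 and 439 lower. Of those, 628 and 81 were called the same way in mesoderm at 0 h of the long course, against 114 and 20.3 for independent lists. DKO without Gata4GR, also lacking both enzymes, had 716 features higher and 244 lower than WTG4 in the short course. In that line 556 of the features higher in DKOG4 at 0 h of the long course were called higher, against 44.3 for independent lists, and 98 of the lower ones were called lower, against 11.3. DKOG4 and DKO differed from each other at 45 features higher in DKOG4 and 16 lower.

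Mesoderm of both lines changed greatly as it was cultured without Dex, on a substrate on which it forms vascular mural cells. From 0 to 72 h, 6254 features rose and 5514 fell in WTG4, and 6501 rose and 6414 fell in DKOG4. The lines shared 3485 rises and 3064 falls, against 686 and 596 for independent lists.

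Dex changed the mesoderm of both lines, and more features passed in DKOG4. In WTG4, 889 features were higher and 539 lower with Dex than without at 72 h by limma. In DKOG4 2639 were higher and 2800 lower. The number grew with time in DKOG4, from 543 higher and 830 lower at 12 h to 949 and 1688 at 24 h, 1374 and 2065 at 36 h, and 1794 and 2556 at 48 h. In WTG4 it was 324 and 379 at 12 h, 583 and 523 at 24 h, 668 and 848 at 36 h, and 854 and 733 at 48 h. The difference of the Dex responses was itself tested as the interaction of line and Dex, in which 1774 features were higher and 2014 lower at 72 h. The responses also overlapped: 527 features rose in both lines at 72 h, against 39.6 for independent lists, and 208 fell in both, against 25.4. With each culture as 1 sample, 225 features were higher and 131 lower over 5 times in WTG4, and 1071 higher and 1738 lower in DKOG4. The interaction over 5 times called 68 higher and 217 lower. That count depended on the times: 637 features passed without 12 h, 2 without 24 h, 0 without 36 h (limma, with 7288 at an unadjusted p below 0.05), 1 without 48 h and 56 without 72 h. For WTG4 the total was 60 without 24 h, 38 without 36 h, 72 without 48 h and 220 without 72 h, and for DKOG4 1605 without 36 h and 1628 without 48 h.

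**Figure D2:**
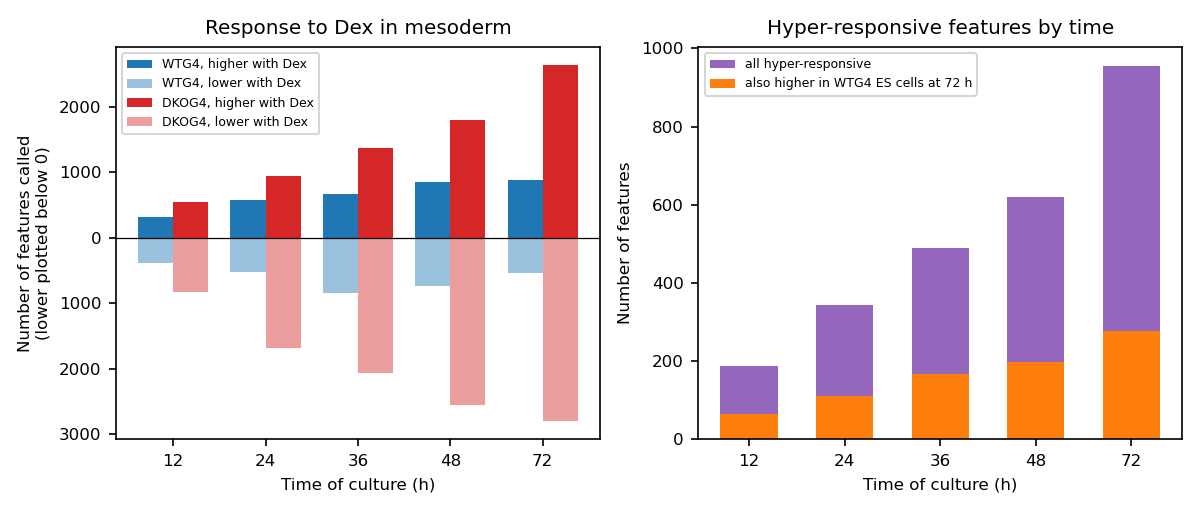
Number of features (vertical axes) against time in hours. The first panel gives those called by limma for the Dex response of each line, above 0 higher and below 0 lower. The second panel gives the hyper-responsive features and those of them also higher in WTG4 ES cells at 72 h. At 72 h 2639 features were higher and 2800 lower with Dex in DKOG4, beside 889 and 539 in WTG4.

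The features that moved with Dex in DKOG4 overlapped more with opposite than with like changes in the course of WTG4 mesoderm without it. Of the 2800 features lower with Dex at 72 h, 1259 were among the 6254 that rose in WTG4 culture without Dex, against 295 for independent lists. Over 5 times those 6254 features shifted down in DKOG4 with Dex (camera adjusted p = 1.39e-13, and 0.0205 with an estimated correlation; median change -0.22). Of the 2639 higher features, 935 were among the 5514 that fell without Dex, against 245. That set shifted up (camera adjusted p = 2.54e-05, median 0.18), a shift whose call was lost with an estimated correlation (camera adjusted p = 0.259). Changes in the same direction also exceeded independent lists, but by less: 343 features were higher with Dex and rose without it, against 278, and 317 were lower and fell, against 260. In WTG4 with Dex, set beside the course of DKOG4, no such lean was called. Of its 889 higher features 314 rose in that course, against 97.5, and 260 fell, against 96.1, and of its 539 lower features 105 fell, against 58.3, and 142 rose, against 59.1. Neither set was called over 5 times (camera adjusted p = 0.383 for the rising and 0.378 for the falling features). Feature 55608 is an example of an opposite change in DKOG4. It fell by 8.41 on the log2 scale with Dex at 72 h in DKOG4 (SE 0.27, limma adjusted p = 5.09e-25). Without Dex it stood at 13.11 ± 0.09 (SD, n = 2) in DKOG4 and 13.55 ± 0.10 (SD, n = 2) in WTG4 at 72 h, and with Dex at 4.70 ± 0.29 (SD, n = 3) in DKOG4, close to its level of 4.80 ± 0.15 (SD, n = 3) at 0 h. In WTG4 it also fell with Dex at 72 h, by 2.28 (SE 0.27, limma adjusted p = 2.99e-08), to 11.27 ± 0.09 (SD, n = 3). Its interaction of line and Dex was -6.13 (limma adjusted p = 1.08e-15). Feature 40425, with the next largest fall, rests on 1 of 2 arrays: its change of -8.02 (limma adjusted p = 0.000354) became -0.05 (limma adjusted p = 1) without replicate 1 of DKOG4 without Dex at 72 h.

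The features higher in DKOG4 mesoderm with Dex by all 3 comparisons of the study were then taken. There were 187 such features, here called hyper-responsive, at 12 h, 342 at 24 h, 488 at 36 h, 619 at 48 h and 956 at 72 h, and 87 passed at all 5 times. Both 24 h and 72 h held 245 of them, against 5.51 for independent lists, although the lists share the DKOG4 arrays at 0 h. The median log2 signal of the 245 features rose in DKOG4 with Dex from 5.28 ± 0.09 (SD, n = 3) at 0 h to 7.56 ± 0.01 (n = 3) at 12 h, 8.58 ± 0.05 (n = 3) at 24 h and 9.55 ± 0.11 (n = 3) at 72 h. Without Dex it was 6.50 ± 0.001 (n = 2) at 72 h. In WTG4 it was 4.52 ± 0.07 (n = 3) at 0 h and at 72 h 6.75 ± 0.05 (n = 3) with Dex and 5.01 ± 0.12 (n = 2) without. Because the features were selected on these arrays, their levels describe the selection and are no independent evidence of a difference.

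Part of the set differed before Dex, which can help a feature pass the comparison of the lines with Dex. Of the 245, 77 were called higher in DKOG4 than in WTG4 at 0 h of the long course, against 15.1 for independent lists, although the lists share the DKOG4 arrays at 0 h. In ES cells at 0 h, with no array shared, 45 were called higher, against 7.65.

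WTG4 mesoderm also responded at part of these features. Of the 245, 115 (46.9%) were called higher with Dex in WTG4 at 72 h by limma, and 149 (60.8%) passed the test of the interaction of line and Dex. Over 5 times, 24 passed the interaction. These arrays also selected the set, so the interaction counts are no independent evidence. In DKOG4, feature 11418 rose to 6.72 ± 0.23 (SD, n = 3) from 1.49 ± 0.09 (SD, n = 2), a change of 5.23 (SE 0.74, limma adjusted p = 3.43e-07) that is a lower bound, since the value without Dex lies at the floor of the signal. Feature 2474 rose by 5.59 (SE 0.42, limma adjusted p = 8.44e-14), to 9.46 ± 0.04 (SD, n = 3). Both passed the test of the interaction, but they were picked for its size on the same arrays, so this is no separate support. The size of the interaction is also loose, as WTG4 lay near the floor. With 1 array left out it ran from 5.24 to 7.84 for feature 11418 and from 5.51 to 7.30 for feature 2474.

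**Figure D3:**
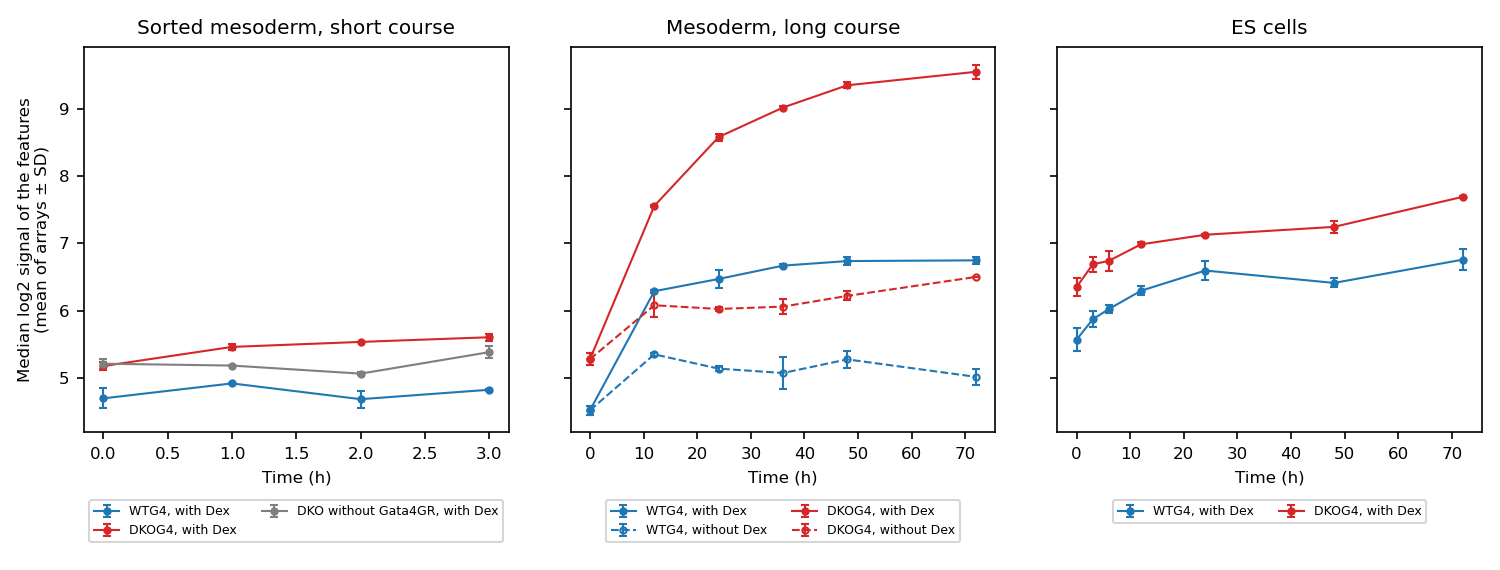
Median log2 signal of the 245 hyper-responsive features (vertical axis, mean of the arrays of a group with SD) against time in hours in the short, long and ES courses. In the long course DKOG4 with Dex reaches 9.55 at 72 h, WTG4 with Dex 6.75 and DKOG4 without Dex 6.50.

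A separate experiment asked how early the response begins. Few single features passed within 3 h. In DKOG4 11 were higher and 3 lower at 3 h than at 0 h by limma, and in WTG4 0 were higher (2025 at an unadjusted p below 0.05 in either direction) and 4 lower. In DKO 0 passed at 3 h (limma, 2465 at an unadjusted p below 0.05), and 0 passed at 1 and 2 h (limma, 4286 and 4616 unadjusted). At 1 h 0 passed in DKOG4 (limma, 1772 unadjusted), and at 2 h 3 were higher and 1 lower, against 0 higher (limma, 4703 unadjusted) and 3 lower with the experiment as a block within each line. WTG4 had no fewer, with 2 higher and 4 lower at 1 h and 1 higher and 4 lower at 2 h, and with the block 2 higher and 2 lower at 1 h and 1 higher and 3 lower at 2 h. Of the 245 hyper-responsive features 0 were among the 11 (limma), and 57 were higher at an unadjusted p below 0.05, beside 6 in WTG4 and 6 in DKO. With the block, which takes out the difference between the experiments, these were 88, 25 and 7, and the count in DKOG4 at 3 h was 46 higher and 22 lower, 68 in all. It then included 10 hyper-responsive features, against 0.19 for independent lists. The interaction of DKOG4 and WTG4 called 1 feature and 0 with the block (limma, with 1693 and 3650 at an unadjusted p below 0.05). That of DKOG4 and DKO called 5 features, and 46 with the block, of which 6 were hyper-responsive, against 0.112. With no change at all, a share of 0.05 of the 59305 features would fall below an unadjusted p of 0.05. Without the block 2025, 2465, 1772 and 1693 lay under that share and show no excess. With the block 4703 and 3650 lay above it. In DKO 4286 and 4616 also lay above it, but its repeats are labellings of one RNA. Leaving out 1 array splits a pair and brings the difference between experiments into the change. In DKOG4 the total was then 141 and 44 without replicates 1 and 2 at 3 h, and 393 and 212 without replicates 1 and 2 at 0 h. In WTG4 it was 62, 158, 202 and 361 in the same order. In DKO it was 0, 3, 151 and 1. The interactions moved too, to 22 to 245 for DKOG4 and WTG4 and to 11 to 295 for DKOG4 and DKO, both highest without replicate 1 of DKOG4 at 0 h.

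As a set, the hyper-responsive features rose within 3 h in DKOG4. The median change of the 245 was 0.11 at 1 h, 0.19 at 2 h and 0.30 at 3 h, when 190 of them (77.6%) lay above 0 (camera adjusted p = 9.25e-18, and 1.32e-05 with an estimated correlation). The median at 3 h was 0.03 in WTG4 (camera adjusted p = 0.319) and 0.01 in DKO (camera adjusted p = 0.769), without a call. In WTG4 the call depended on 1 array and on the block. With an estimated correlation and before adjustment over the 29 tests, the camera p was 0.0841, and it passed 0.05 without replicate 2 at 0 h (median 0.07, p = 0.00887) and with the block (median 0.03, p = 0.0106). The difference of DKOG4 from WTG4 was tested and had a median of 0.25 (camera adjusted p = 1.14e-10, and 5.45e-05 with an estimated correlation). With 1 array left out this median ran from 0.22 to 0.39. That from DKO had a median of 0.32 (camera adjusted p = 9.98e-15, and 1.22e-05). Labelling repeats of DKO count as samples in this fit, so the p does not cover the spread between experiments of DKO. No array of the short course took part in the selection of the features.

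**Figure D4:**
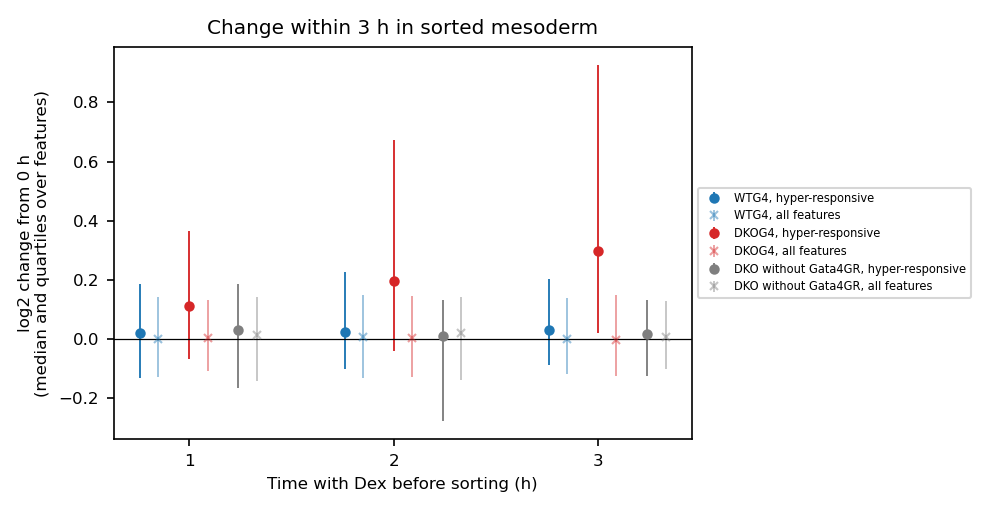
Change in log2 signal from 0 h (vertical axis, median as a point and quartiles over features as a line) after 1, 2 and 3 h of Dex before sorting, for the hyper-responsive and for all features in each line. The hyper-responsive features of DKOG4 reach a median of 0.30 at 3 h, beside 0.03 in WTG4 and 0.01 in DKO.

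ES cells, which become primitive endoderm when Gata4 is active, changed widely, and the lines shared most of the change. After 72 h of Dex 4436 features were higher and 4673 lower than at 0 h in WTG4, and 5167 and 5154 in DKOG4 (limma). The lines shared 3066 rises and 3298 falls, against 386 and 406 for independent lists. At 3 h 215 features were higher and 35 lower in WTG4, and 326 and 135 in DKOG4. At 24 h the numbers were 1966 and 1422 in WTG4 and 2368 and 2951 in DKOG4. With each culture as 1 sample, the late phase had 1600 features higher and 1278 lower than the early one in WTG4 and 1715 and 2262 in DKOG4. The interaction of line and phase called 2 higher and 8 lower. Each time left out moved these totals by more than 1.5 times, apart from 12 h, which is in neither phase. They ranged between 307 without 3 h and 7036 without 24 h in WTG4, 103 without 3 h and 8324 without 24 h in DKOG4, and for the interaction 1 without 6 h and 201 without 24 h. No culture without Dex belongs to this course, so Dex and time in culture are not separable in it.

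**Figure D5:**
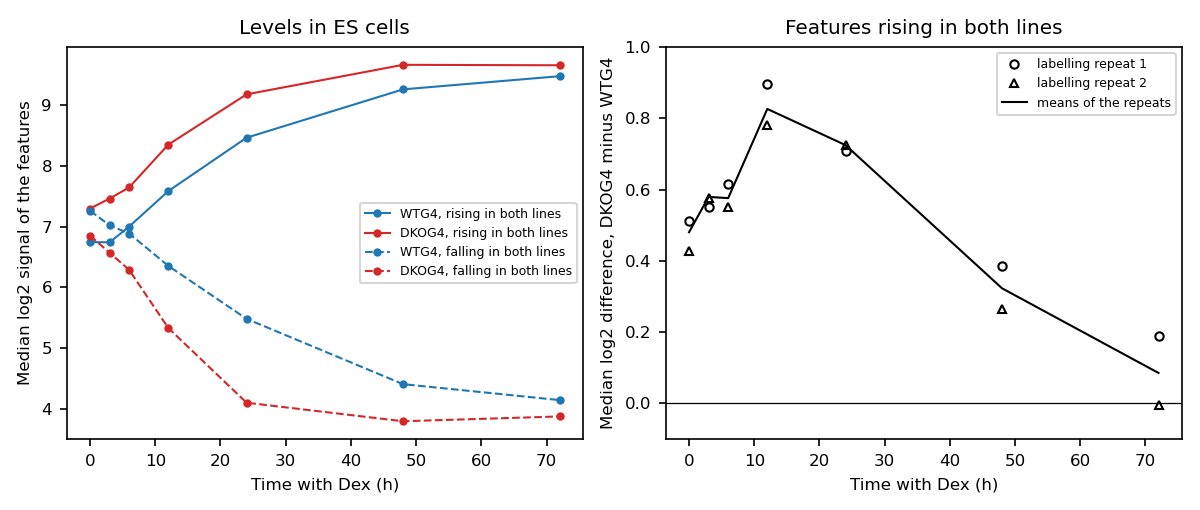
Median log2 signal in ES cells of each line against time in hours, for 884 features that rose and 756 that fell in both lines. The second panel gives the median difference in log2 signal of DKOG4 from WTG4 (vertical axis) over the 884 features. The difference is 0.48 at 0 h, 0.83 at 12 h and 0.09 at 72 h.

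The study separated its hyper-responsive genes by their behaviour in ES cells. Of the 245 features, 87 (35.5%) also rose in WTG4 ES cells at 72 h, against 7.48% of all features and 18.3 for independent lists (Fisher's exact test, p = 2.88e-36), and 27 fell, against 19.3 (p = 0.0739, Fisher's exact test). In DKOG4 ES cells 109 rose. Both lines shared 74, and 123 rose in neither. The 7.48% and the numbers for independent lists are not matched for signal level. In DKOG4 mesoderm with Dex at 72 h, 43.6% of all features had a mean above 5, beside 93.9% of the 245. The median level of the 245 went from 5.57 ± 0.17 (SD, n = 2) to 6.76 ± 0.16 (n = 2) in WTG4 ES cells and from 6.35 ± 0.13 (n = 2) to 7.69 ± 0.01 (n = 2) in DKOG4. In the short course both parts of the set rose in DKOG4: the 87 by a median of 0.52 at 3 h (camera adjusted p = 1.6e-15, and 2.16e-05 with an estimated correlation) and the other 158 by 0.26 (camera adjusted p = 1.39e-13, and 3.1e-05).

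The reverse comparison asked whether the response of ES cells as a whole reached mesoderm. The 884 features that rose from the early to the late phase in both ES lines gave no call as a set in DKOG4 mesoderm with Dex over 5 times (camera adjusted p = 0.911, median change 0.03). Single features did overlap, in both directions. Of the 2639 features higher with Dex in DKOG4 mesoderm at 72 h, 641 rose in WTG4 ES cells, against 197 for independent lists, and 416 fell, against 208. Of the 2800 lower ones 564 fell, against 221, and 477 rose, against 209. Of the 889 features higher with Dex in WTG4 mesoderm, 289 rose in ES cells, against 66.5, and 150 fell, against 70.0. The 756 that fell in both shifted down slightly in DKOG4 (camera adjusted p = 0.00679, and 0.00184 with an estimated correlation; median -0.05). In WTG4 the set of falling features had a median of -0.03 (camera adjusted p = 0.319), and the difference between lines had a median of -0.06 (camera adjusted p = 0.0427, and 0.00741 with an estimated correlation).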

Values the study reported

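The study reported 941 genes expressed over 4 times higher in mesoderm without Gata4 activation when both methyltransferases were lost. Its set of genes more strongly induced by Gata4 when the enzymes were absent numbered 320 at 72 h and 146 at 24 h, and both sets held 94. Within 3 h of Gata4 activation it reported 64 genes that increased more than 2-fold in knockout mesoderm. Part of these were among its hyper-responsive genes, endoderm and cardiac genes included. It also reported quantitative PCR for the early response of such genes.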

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

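The set tests behind the medians below were chosen only after it was seen that the features have no gene names, as was the use of arrays outside the selection to weigh noise. The Dex response differed between the lines by a test of the difference itself at 3788 features at 72 h of the long course, 1774 higher and 2014 lower. With each culture as 1 sample the difference passed at 285 features. Of the 16 ways to exchange lines within times, 1, the real one, called that many and the highest of the others called 1, but 16 are too few for a share under 0.05. In ES cells the difference between lines in the change from early to late passed at 10 features. There chance is not excluded, and exchanging the lines at some times cannot weigh it. The lines differ at every time, so an exchange in 1 phase turns that difference into an apparent interaction. At least as many features passed in 5 of 32 arrangements, the real one included, and up to 1292. Within 3 h the change in DKOG4 differed from that in WTG4 at 1 feature and from that in DKO at 5, and with the experiment as a block within each line at 0 (limma, 3650 at an unadjusted p below 0.05) and at 46.

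The hyper-responsive features, taken from the long course, rose within 3 h in DKOG4 by more than in WTG4, with a median difference of 0.25, and by more than in DKO, with a median difference of 0.32. With 1 array left out these medians ran from 0.22 to 0.39 and from 0.28 to 0.36. Noise of dim features is argued against as the source of the whole set, since features picked by noise would not move on arrays that took no part in the selection, where the median in DKOG4 was 0.30 at 3 h. For part of the set noise near the floor stays open: 93.9% of the features had a mean above 5 in DKOG4 with Dex at 72 h, but that level belongs to the selection and decides nothing, and their lower quartile was 2.11 in WTG4 without Dex at 72 h. A response to Dex that needs no Gata4GR stays open. At 3 h the median change in DKO was 0.015 (95% interval over resampled features -0.01 to 0.04) beside 0.30 in DKOG4 (0.20 to 0.45). This makes such a response less likely at 3 h only. The intervals cover the spread between features and not that between experiments, and the DKO repeats are labellings of one RNA. The DKOG4 median before rounding also fell short of the 0.3 asked for beforehand, and DKO was not part of the long course. A biological explanation is that loss of DNA methylation lets Gata4 act on these features. On these arrays it is a hypothesis that 1 clone of each genotype cannot set apart from differences between clones. One such difference is the amount of Gata4GR, which was not checked. The study also used Dnmt1-deficient cells with Gata4GR, whose mesoderm gave cells with the endoderm marker Dab2. It took this to exclude clonal effects. It further reported Gata4 binding and DNA methylation at some responsive genes. Those data are not part of these arrays.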

How the results depend on the processing

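The block within each line, the prior following the mean level and the level filter were chosen after the data were seen. Every value below is a count of features unless it is named a median. Leaving out 1 array was run for the totals at 0 and 72 h of the long course and of ES cells and for the hyper-responsive features at 24 and 72 h, and moved none by more than 1.5 times. It was not run for the other times. With the set taken at 72 h the 5 medians of hyper-responsive features kept their direction and call but were smaller: 0.13 in DKOG4, 0.0094 in WTG4, 0.0059 in DKO, and 0.17 and 0.13 for the differences of DKOG4 from WTG4 and DKO. Scaling to the 75th percentile moved none of the results it was run on, but it tests nothing after quantile normalisation. The alternative of the brightest probe per gene and the shifts of gene lists were not run, as the files do not pair features with genes. Signals near the floor limit falls in dim features most. At a 4-fold threshold the totals were 439 for Dex in WTG4 and 2149 in DKOG4, 2872 between lines without Dex and 3044 with Dex at 72 h, 4586 and 5201 for WTG4 and DKOG4 ES cells at 72 h, and 971 between ES lines at 0 h, fewer by construction. At an unadjusted p below 0.01 they were 369, 355 and 209 at 3 h in DKOG4, WTG4 and DKO, 301 and 304 for the interactions of DKOG4 with WTG4 and with DKO, and 2462 between lines at 0 h of the short course. The long course then gave 2212 for Dex in WTG4 at 72 h and, over 5 times, 984 in WTG4, 1697 for the interaction and 3837 between lines. ES cells gave 3599 between lines at 0 h, 5902 and 7356 for late against early in WTG4 and DKOG4, and 1297 for their interaction. At that p 30 hyper-responsive features rose within 3 h and 1473 features were shared by the courses at 0 h. One fit over all 108 arrays gave 246, 60 and 54 at 3 h in DKOG4, WTG4 and DKO, 27 and 59 for the interactions, 2502 between lines at 0 h, 26 hyper-responsive features within 3 h and 1501 shared at 0 h. Without dim features, WTG4 at 3 h had 1 and the interaction in ES cells 1. With at least 1 group above 5, DKOG4, WTG4 and the interaction with DKO at 3 h had 9, 1 and 3. With the prior following the mean level the interactions had 0 (limma, 1675 at an unadjusted p below 0.05) and 2. The cause of these moves was not tested. The fit over all 108 arrays pools the spread between short-course experiments with that between labellings of one RNA. Its short-course counts therefore do not rest on the spread between experiments alone. The replicate number as 1 block over lines gave 22 in DKOG4 at 3 h and 0 for the interaction with WTG4. As a block within each line, which pairs experiments in WTG4 and DKOG4 and labellings in DKO, it gave 68 in DKOG4, 0 and 46 for the interactions, 10 hyper-responsive features within 3 h and a median of 0.028 in WTG4 that passed camera before adjustment. In DKOG4 at 2 h the block gave 0 higher (limma, 4703 at an unadjusted p below 0.05) and 3 lower, and in WTG4 at 3 h 3 lower. In ES cells of WTG4, where the same-numbered arrays correlated, it gave 9659 at 72 h, beside 9109. The same-numbered arrays also correlated in DKOG4 ES cells (0.03 to 0.49) and in DKOG4 of the long course (0.05 to 0.55). In WTG4 of the long course the range was -0.17 to 0.39. Between lines the median was 0.30 in ES cells and 0.14 in the long course. These numbers therefore do not pair arrays within a line only. A block within each line was not run for DKOG4 ES cells or the long course. Leaving out 1 array of the short course breaks a pair, the lone sample being assumed to vary like the other groups, and gave 44 to 393 in DKOG4 at 3 h, 62 to 361 in WTG4, 0 to 151 in DKO, 22 to 245 and 11 to 295 for the interactions with WTG4 and DKO, 0 to 1 hyper-responsive features within 3 h, 434 to 714 shared at 0 h and a median of the hyper-responsive features in WTG4 of -0.0068 to 0.068. Over 5 times of the long course, the interaction had 637 without 12 h, 2 without 24 h, 0 without 36 h, 1 without 48 h and 56 without 72 h. Dex in WTG4 had 60 without 24 h, 38 without 36 h, 72 without 48 h and 220 without 72 h, and in DKOG4 1605 without 36 h and 1628 without 48 h. The difference between lines had 472 without 24 h, 459 without 36 h, 489 without 48 h and 1113 without 72 h. In ES cells, late against early gave for WTG4, DKOG4 and their interaction 717, 558 and 4 without 0 h, 307, 103 and 2 without 3 h, 802, 722 and 1 without 6 h, 7036, 8324 and 201 without 24 h, 396, 363 and 2 without 48 h, and 1099, 2510 and 3 without 72 h. With fewer times these tests have fewer samples, and the cause of the rises was not tested. Feature 40425 rested on 1 array, as given with its value.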

Other observations

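The tests on the higher levels of DKOG4 ES cells and of the clone were chosen only after the results were seen. ES cells without the methyltransferases had higher levels of the features that rose during the course, from its start. Over the 884 features that rose in both lines, DKOG4 exceeded WTG4 by a median of 0.48 on the log2 scale at 0 h, 0.58 at 3 h and at 6 h, 0.83 at 12 h, 0.72 at 24 h, 0.32 at 48 h and 0.09 at 72 h. The median level that DKOG4 had at 0 h was met by WTG4 at an interpolated 9.05 h, that of 6 h at 12.8 h, that of 12 h at 22.5 h and that of 24 h at 45.5 h. Over the 756 falling features, the level of DKOG4 at 0 h was met by WTG4 at 6.39 h and that of 12 h at 27.4 h. A difference between the labelling repeats is argued against as the source at 24 h, where they differed by 2.21% of their mean, but they lay farther apart at 0 h (0.51 and 0.43), at 48 h (0.39 and 0.26) and at 72 h (0.19 and -0.01). A higher start before Dex may account for much of the difference and stays open: the difference at 24 h exceeded that at 0 h by 0.24 (0.20 and 0.30 in the repeats), short of the bound of 0.5. Each line has 1 culture per time and none without Dex, so a faster response of this clone and of the genotype are not told apart.

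The genotype difference at 0 h could in part belong to the DKOG4 clone. Over the 3667 features higher in DKOG4 mesoderm at 0 h of the long course, the median difference from WTG4 in the short course was 0.76 in DKOG4 and 0.40 in DKO, which carries no Gata4GR, so that DKO showed 52.6% of it (95% interval over resampled features 48.5 to 56.3). The interval covers the spread between features and not that between experiments. The numbers called higher were 490 and 556. The value lies between the bounds of 25% and 75%, so the share of the clone and that of the genotype stay open, and both lines are set against the same WTG4 arrays.

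For the other comparisons with at least 3 arrays or cultures a group, other arrangements of the samples were too few for a share under 0.05. DKOG4 and WTG4 with Dex at 72 h differed at 7045 features, and of the 10 splits, the real one included, the highest of the others gave 18. At 0 h of the long course the values were 6405 and 30. In both, the arrays of a group are labellings of one RNA, so these splits rearrange technical repeats only. Over 5 times they were 356 and 1 for Dex in WTG4, 2809 and 6 for Dex in DKOG4, and 1870 and 0 for the lines without Dex (limma, with 17090 at an unadjusted p below 0.05 in the real arrangement), of 16 arrangements each. For late against early ES cells they were 2878 and 1 in WTG4 and 3977 and 0 in DKOG4, of 10 each.

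At the thresholds stated in the study, with an unadjusted p, 2054 features were more than 4-fold higher in DKOG4 than in WTG4 mesoderm without Dex at 72 h. The study reported fewer, in genes, while array features are counted here. By its 3 comparisons 1070 features were hyper-responsive at 72 h, 463 at 24 h and 267 at both times. The study reported fewer at each, again in genes. Within 3 h 221 features were higher in DKOG4. The study reported fewer genes.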
